# miR-29a Is Downregulated in Progenies Derived from Chronically Stressed Males

**DOI:** 10.3390/ijms241814107

**Published:** 2023-09-14

**Authors:** Marta F. Riesco, David G. Valcarce, Alba Sellés-Egea, Anna Esteve-Codina, María Paz Herráez, Vanesa Robles

**Keywords:** chronic stress, offspring, RNA-seq, small-RNAs, behavior, hatching rates, survival, malformations

## Abstract

Recent research has provided compelling evidence demonstrating that paternal exposure to different stressors can influence their offspring’s phenotypes. We hypothesized that paternal stress can negatively impact the progeny, altering different miRs and triggering different physiological alterations that could compromise offspring development. To investigate this, we exposed zebrafish male siblings to a chronic stress protocol for 21 days. We performed RNA-sequencing (RNA-seq) analyses to identify differentially expressed small noncoding RNAs in 7-day postfertilization (dpf) larvae derived from paternally stressed males crossed with control females compared with the control progeny. We found a single miRNA differentially expressed—miR-29a—which was validated in larva and was also tested in the sperm, testicles, and brain of the stressed progenitors. We observed a vertical transmission of chronic stress to the unexposed larvae, reporting novel consequences of paternally inherited chronic stress at a molecular level. The deregulation of mi-R29a in those larvae could affect relevant biological processes affecting development, morphogenesis, or neurogenesis, among others. Additionally, these disruptions were associated with reduced rates of survival and hatching in the affected offspring.

## 1. Introduction

Chronic stress (CS) is one of the main concerns of modern society, creating ongoing scientific debate. The concept of stress in a biological context can be defined as a physiological cascade of events that occurs when an organism tries to re-establish homeostasis in the presence of an adverse stimulus [1,2,3]. Repeated or prolonged exposure to stress might compromise such physiological adaptive response, affecting several biological processes—including reproductive capacity—and decreasing gamete quality in human populations [4,5,6].

In recent years, significant progress has been made in identifying the main molecular mechanisms through which stressful conditions can trigger or aggravate reproductive dysfunctions. The consequences of stress exposure can reach not only the individuals exposed but also their offspring [7]. Traditionally, studies in different species—from fish to humans—have focused on the impact of maternal exposure on the offspring phenotypes, ignoring the possibility of male contribution [8,9]. However, new evidence has revealed that paternal exposure to diverse environmental situations—including stress conditions—can condition the offspring phenotypes [10,11,12]. Recent research has proven a paternal transmission of stress phenotypes via sperm [13]. In this phenotype inheritance, different molecules—such as mRNAs and miRNAs (miRs)—can act as one of the vehicles of progeny transmission [14,15,16,17,18]. In a previous study published by our group, we found that the resulting progenies of stressed progenitors presented molecular alterations related to translation initiation, DNA repair, cell cycle control, and response to stress, which can potentially compromise offspring development [13].

miRNAs are considered important regulatory elements for transcriptional control during early embryogenesis [19]. Furthermore, some sperm miRNAs have been recently identified as molecular biomarkers of reproductive performance, controlling different processes such as spermatogenesis and playing important roles in the control of male fertility [19,20,21,22,23]. Sperm miRs have been increasingly recognized as responsible for transmitting paternal lifetime experiences—including stress exposure—to offspring, evading embryonic reprogramming [11,24]. Reduced levels of certain miRs in murine sperm and men when exposed to early life stress can contribute to the transmission of stressed phenotypes across generations [11]. These small ncRNAs are highly conserved among animal species—including humans—suggesting that these may act as a regulator of gene expression across different animal species [25,26].

For this reason, we use zebrafish (*Danio rerio*) in the present study as this represents a suitable model species in human research and the aquaculture field. Abundant literature has described the role of zebrafish in fish aquaculture research, using this model to study coping styles, immunology, toxicology, disease, nutrition, reproduction, and stress [27,28,29,30,31]. Regarding human research, large similarities have been identified with humans in two zebrafish physiological master axes: hypothalamus–pituitary–gonad (HPG) and hypothalamus–pituitary–interrenal (HPI), which control, respectively, the reproductive performance and the stress response [32]. These similarities make zebrafish a highly suitable species to study stress responses and their transmission to offspring and extrapolate the obtained results to different commercial fish species or even to humans [27,33].

We hypothesize that paternal stress effects can impact the progeny, altering different miRs and triggering different physiological alterations that could compromise offspring development (Figure 1). We aim to shed light on the stress effect capacity for vertical transmission under a molecular prism, considering miRs as masterpieces of these molecular and phenotypical changes.

## 2. Results

### 2.1. RNAseq Analysis

#### 2.1.1. Differentially Expressed ncRNAs

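Small RNA libraries, which capture the short transcripts of a sample, were made from pools of 50 larvae at 7 dpf, 4 from crossings with control males (S-) and 4 from crossings with males that had been through 21 days of chronic stress (S+). The authors trimmed the reads, mapped them to the zebrafish genome GRCz11 with STAR and estimated the reads of each annotated gene with RSEM, and they deposited these estimated counts as whole numbers, without normalization. The table lists 32520 genes, of which 18338 had at least 1 count, and each row gives an Ensembl identifier, a biotype and, for all but 104 rows, a symbol. The total count ranged from 3527034 to 4301348 in the S- libraries, with a median of 3743161.5, and from 3492945 to 4943297 in the S+ libraries, with a median of 4244530. MiRNA genes held 97.1% ± 0.722 (SD, n = 4) of the counts in S- and 97.5% ± 0.308 (SD, n = 4) in S+, which did not differ (two-sided exact permutation test, p = 0.314). The paper's library paragraph describes a stranded mRNA preparation with unique molecular identifiers, while its data processing speaks of small RNA reads. No deduplication is described, so the counts were taken as counts of reads. The deposited counts were normalized here with TMM factors and compared with limma after the voom transformation. The paper's text names neither a normalization nor a filter on low counts, and the 651 genes that passed edgeR's filterByExpr with a minimum count of 10 were tested. Of these, 443 were noncoding genes and 271 were miRNA genes. A gene was called where the Benjamini-Hochberg adjusted p was below 0.05 and the absolute log2 fold change was above 0.58, as in the paper's methods. Between any 2 libraries, log2 CPM (counts scaled to the normalized library size) correlated across genes with a coefficient from 0.955 to 0.980, and no 2 libraries held identical counts.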

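Of the genes tested between the S+ and S- larvae, 2 passed both thresholds, 1 lower and 1 higher in S+. Both were miRNA genes, so the count of noncoding genes was 2 as well. The lower one is listed as ENSDARG00000081841 with the biotype miRNA and no symbol, and the higher one is dre-mir-145 (ENSDARG00000083100). The files do not pair any row with the name miR-29a. At an unadjusted p below 0.05 from the same limma test there were 81 genes, 34 lower and 47 higher, of which 52 were noncoding and 37 were miRNA genes. The alternative that moved the count of noncoding genes most was the absence of a filter, where 42 of the 1981 noncoding genes with at least 1 count passed both thresholds. Without a filter the standard error of ENSDARG00000081841 was 0.169, against 0.228 with it, and that of dre-mir-145 was 0.162 against 0.120. The p values of that fit therefore do not follow the spread of each gene between libraries. With library size alone in place of TMM factors, only ENSDARG00000081841 passed.

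**Figure D1:**
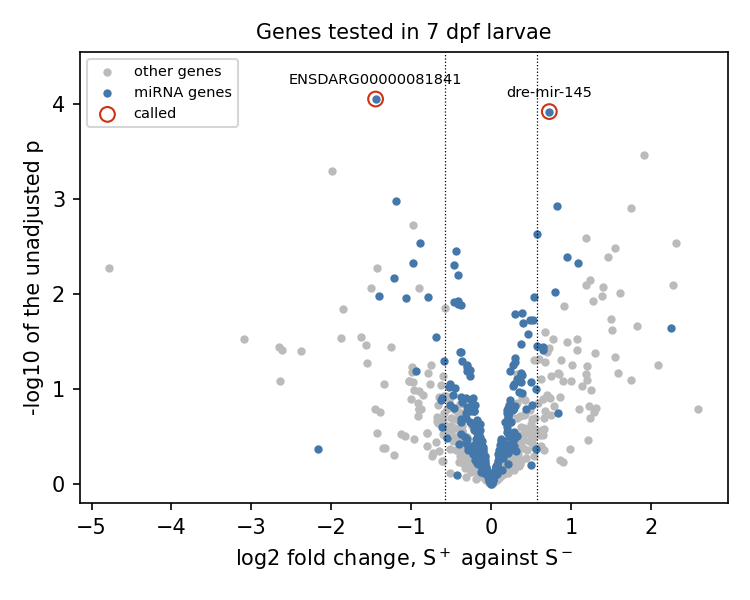
Each point is 1 of the 651 genes tested, with the log2 fold change of S+ against S- on the horizontal axis and the -log10 of the unadjusted p from limma on the vertical axis. MiRNA genes are blue, other genes are grey, dotted lines mark the fold change threshold of 0.58 in each direction, and red circles mark the 2 called genes.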

The RNA-seq analysis exclusively reported one noncoding RNA molecule differentially expressed between the two experimental groups: miR-29a. This microRNA exhibited a downregulation (*p* < 0.0200) in the S^+^ larvae group (Figure 2A).

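The miRNA gene with the smallest p in the comparison, ENSDARG00000081841, had 2285 ± 482 CPM (SD, n = 4) in S- larvae and 853 ± 228 CPM (SD, n = 4) in S+ larvae, on 2850 to 10496 counts per library. Its log2 fold change was -1.44 (standard error 0.228, adjusted p = 0.0394 from limma with Benjamini-Hochberg adjustment), which is 2.72-fold lower in S+. The unadjusted p from the same limma test was 8.93e-05. All 4 S+ libraries lay below all 4 S- libraries (two-sided exact permutation test on log2 CPM, p = 0.0286, the smallest p that 4 libraries against 4 allow). Over 13 other choices of test, normalization, filter, tested genes or design, its log2 fold change lay between -1.52 and -1.40. The limma adjusted p rose to 0.0565 with DESeq2's size factors in place of TMM factors, past the threshold. With each library left out in turn, the log2 fold change stayed between -1.58 and -1.25, and the gene was called in 3 of the 8 limma fits, with an adjusted p between 0.0215 and 0.204. The files list this gene by its identifier alone and do not pair it with a name. From the comparison of these libraries, the paper states that miR-29a was downregulated in the S+ larvae group (Figure 2A).

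**Figure D2:**
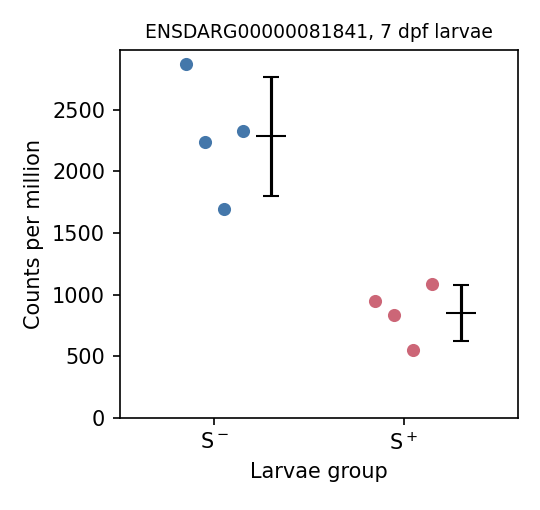
CPM of ENSDARG00000081841 in each 7 dpf library by larvae group, normalized with TMM factors. Points are the 4 libraries of each group and the bar with whiskers is the mean ± SD; the S- libraries lie between 1693 and 2871 and the S+ libraries between 548 and 1085.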

#### 2.1.2. RNAseq Validation

The qPCR experiments conducted to validate the results obtained from RNAseq confirmed the downregulation (*p* = 0.0286) of miR-29a in the 7-day postfertilization (dpf) progeny derived from males exposed to CS (Figure 2B).

### 2.2. miR-29a Levels in Reproductive Cells and Tissues

Having established and confirmed the downregulation of miR-29a in larvae derived from chronically stressed parents, we aimed to assess whether the expression of this regulatory molecule was altered also in testicular and sperm samples. The qPCR results (Figure 2C) revealed similar miR-29a levels in samples obtained from control and stressed individuals for both testicular samples (*p* = 0.1717) and semen pools (*p* = 0.8953).

### 2.3. Exploration of miR-29a Targets

TargetScanFish reported a list of 2208 potentially miR-29a targeted mRNAs. The complete analysis of this list using g:Profiler is shown in Figure 2D–G.

In terms of cellular function, miR-29a targets are related to protein binding and extracellular matrix structural components (Figure 2D). Regarding cellular component analysis (Figure 2E), miR-29a targets exhibited significant intersections with membrane (GO:0016020), cytoplasm (GO:0005737), and cell periphery (GO:0071944). Notably, entries were reported related to extracellular matrix (extracellular matrix (GO:0031012); external encapsulating structure (GO:0030312) and collagen biosynthesis (collagen trimers (GO:0005581); collagen-containing extracellular matrix (GO:0062023); complex of collagen trimers (GO:0098644); fibrillar collagen trimer (GO:0005583); banded collagen fibril (GO:0098643), along with others associated with synapse (postsynaptic density (GO:0014069); neuron to neuron synapse (GO:0098984); asymmetric synapse (GO:0032279); postsynaptic specialization (GO:0099572); synapse (GO:0045202). An examination of biological pathways using Reactome unveiled a significant association with collagen biosynthesis, as five out of the nine statistically significant entries were related to collagen (Figure 2F). The analysis of biological processes (Figure 2G) determined a significant intersection including developmental process (GO:0032502), anatomical structure development (GO:0048856), multicellular organismal process (GO:0032501), multicellular organism development (GO:0007275), and system development (GO:0048731). Additional entries were associated with neural processes and morphogenesis.

### 2.4. Expression of miR-29a Targets in Larvae

We obtained robust results with the evaluation of all selected miR-29a target genes using qPCR, indicating a widespread upregulation of these genes in the S^+^ experimental larvae group (Figure 3A). All nine genes exhibited statistically significant differences in their gene expression values: *col8a1a* (*p* = 0.0054), *col9a1b* (*p* = 0.0163), *tpx2* (*p* = 0.0112), *e2f7* (*p* = 0.0001), *map1b* (*p* = 0.0219), *nefmb* (*p* = 0.0040), *atad5a* (*p* = 0.0093), *si:ch211-203k16.3* (*p* = 0.0291), and *emilin3a* (*p* = 0.0286).

### 2.5. Progenies Development

#### 2.5.1. Hatching Rate

Comparison of hatching percentages at 72 h postfertilization (hpf) demonstrated statistically significant differences (*p* = 0.0246; Figure 3B). Specifically, larvae derived from chronically stressed male progenitors exhibited a lower hatching rate (56.80 ± 7.980%) compared with that of the progenies derived from undisturbed progenitors (83.32 ± 3.577%).

#### 2.5.2. Survival

The Kaplan–Meier survival curve comparison, assessed using the log-rank Mantel–Cox test, revealed statistically significant differences (*p* < 0.0001) between the progenies originating from the S^−^ and S^+^ larvae (Figure 3C). In the control group, the survival rate was approximately 87.90%, while the larvae derived from stressed conditions exhibited a mean survival rate of 81.78% at the end of the trial.

### 2.6. Brain and Behavioral Analyses

#### 2.6.1. miR-29a Levels in Parental Brain Samples

Given the impact of miR-29a targets on synapse-related pathways, we decided to explore the expression of this molecule in adult brains. qPCR analysis revealed no statistically significant differences (*p* = 0.2718) in the levels of miR-29a between the unstressed and the stressed parents (Figure 4A).

#### 2.6.2. Larvae and Adult Behavior Analysis

We conducted a behavioral test based on the analysis of exploration behavior in a novel tank test (NTT) in larvae from both experimental groups (Figure 4B). We examined the obtained tracks (Figure 4C) individually in terms of the virtual grid (Figure 4D), focusing on the whole new area (all), the peripheral zone (outer), and the central zone of the explorable arena (inner). We found no statistically significant differences either in the global arena (*p* = 0.9316), outer (*p* = 0.6779), or inner (*p* = 0.9162) scoring comparison (Figure 4E). Thus, motile larvae from each experimental condition showed similar behavior patterns with a general scoring around 80% of the new exploration arena in both groups. In regard to adults, the 21-day stress protocol in the NTT induced in male progenitors did not trigger significant treatment effects in derived progenies (Figure A1). We found no difference between the control and CS fish (*p* > 0.0500) in kinetic parameters (velocity and swum distance). The fish mean velocity remained close to 8 cm/s and the reported distance swam was close to 2400 cm (Figure A1A). In addition, we detected no significant different swimming patterns depending on swimming zone preference, latency patterns, or the percentage of fish spending less than 30 s in the upper zone between the experimental groups (Figure A1B–D).

### 2.7. Cartilage Development

To further investigate the impact of stress on cranioencephalic development in zebrafish larvae, we conducted alcian blue staining which specifically targets cartilage, the primary structural tissue during this stage of development. We focused on three different parameters in this evaluation: Meckel’s–palatoquadrate (M–PQ) angle, ceratohyal cartilage length, and lower jaw length (Figure 4F). The staining process did not provide clear evidence of pronounced abnormalities in the cartilage structure, as depicted in Figure 4G. Upon qualitative examination, the malformed larvae showed no statistically significant differences between groups.

## 3. Discussion

Adverse situations induce a stress response in fish that begin with molecular and physiological changes to compensate the stressor and re-establish homeostasis [34]. The physiological response to stress is polymorphic between individuals in rate or magnitude; however, general characteristics in mode and action are shared among species [35]. The potential deleterious effects of CS on reproductive performance have been widely studied [36,37,38], yet knowledge is scarce regarding stress paternal transmission to unexposed progeny in fish and its mechanism.

We aimed to determine the potential role of miRNAs in the paternal inheritance of stress consequences in offspring. To achieve this, we performed a small RNA-seq study in the progenies derived from CS-exposed progenitors. We found a unique miR differentially expressed: miR-29a (Figure 2A–C), known for its multiple roles modulating cell proliferation, apoptosis, angiogenesis, oxidative stress, and fertility in mammals [39,40,41,42,43]. 

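Besides ENSDARG00000081841, the miRNA genes with the smallest p in the 7 dpf larvae were dre-mir-145, dre-mir-124-1, dre-mir-17a-1 and ENSDARG00000081303, which has no symbol. Dre-mir-145 rose from 1240 ± 151 CPM (SD, n = 4) in S- to 2046 ± 73.2 (SD, n = 4) in S+, with a log2 fold change of 0.73 (standard error 0.120, adjusted p = 0.0394 from limma with Benjamini-Hochberg adjustment). With library size alone in place of TMM factors, its limma adjusted p was 0.123 and it was no longer called. Dre-mir-124-1 had a log2 fold change of -1.19 and dre-mir-17a-1 one of 0.83, both with a limma adjusted p of 0.116. Each was called in 2 of the 13 other choices. These were DESeq2 (adjusted p = 0.00165 and 0.00611) and limma on miRNA genes only (adjusted p = 0.0386 and 0.0149). The table names several genes for each of these miRNAs, among which the authors' counting could have divided reads. The sum of the 6 miR-124 genes changed by -0.27 on the log2 scale (exact permutation test, p = 0.0286) while the sum of the 2 miR-17a genes changed by 0.35 (exact permutation test, p = 0.0857). ENSDARG00000081303 had a log2 fold change of 0.575 and a limma adjusted p of 0.160. The table names 2 genes of the miR-29 family, both miR-29b. Dre-mir-29b-1 (ENSDARG00000080152) had 1360 ± 572 CPM (SD, n = 4) in S- and 553 ± 252 (SD, n = 4) in S+, a log2 fold change of -1.40 (standard error 0.446, limma adjusted p = 0.201). Dre-mir-29b-2 (ENSDARG00000081284) had 199 ± 67.3 CPM (SD, n = 4) in S- and 86.8 ± 31.1 (SD, n = 4) in S+, a log2 fold change of -1.22 (standard error 0.358, limma adjusted p = 0.193). Both stayed lower in S+ under all 13 other choices. Neither was called. With DESeq2 in place of limma both were, with adjusted p values of 0.0395 and 0.0183. So they were with limma and no filter on low counts, with adjusted p values of 1.61e-11 and 0.000988. In that fit the standard error of dre-mir-29b-1 was 0.190, against 0.446 with the filter. Its log2 CPM had an SD of 0.60 in S- and 0.94 in S+. The adjusted p of 1.61e-11 therefore understates the spread between libraries. The replicate number as a block, although same-numbered libraries come from different crossings, called both as well (limma adjusted p = 0.0259 for each). Both genes were thus called in 3 of the 13 other choices. Their summed counts fell by 1.36 on the log2 scale, with every S+ library below every S- library (exact permutation test, p = 0.0286). The 5 miRNA genes with the highest mean count were ENSDARG00000083126, dre-mir-216b, dre-mir-200a, dre-mir-218a-1 and dre-mir-9-7, and their log2 fold changes lay between -0.21 and 0.29 with limma adjusted p values between 0.552 and 0.778.

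**Figure D3:**
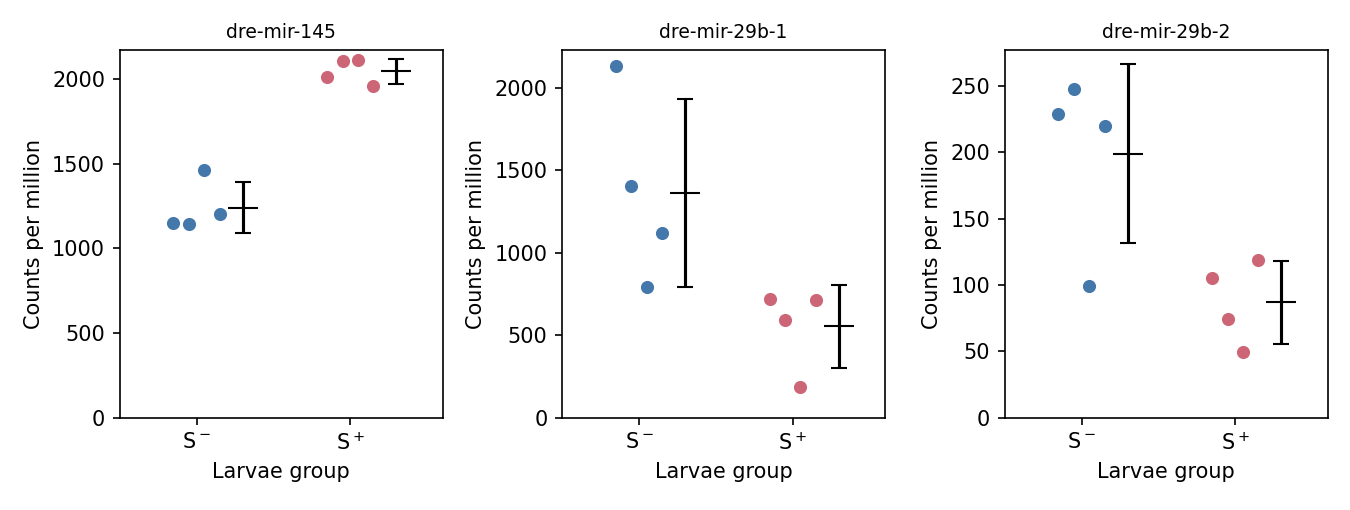
CPM of dre-mir-145, dre-mir-29b-1 and dre-mir-29b-2 in each 7 dpf library by larvae group, normalized with TMM factors. Points are the 4 libraries of each group and bars with whiskers are the mean ± SD; dre-mir-145 lies between 1144 and 1463 in S- and between 1957 and 2109 in S+, and the groups overlap for dre-mir-29b-2.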

Considering this miR role in fertility, together with its potential function in progeny transmission, we decided to investigate whether its expression was altered in spermatozoa and testes from stressed progenitors (Figure 2C). Our results show no evidence of this; we obtained similar miR-29a expression patterns between the control and stressed males (Figure 2C), discarding its role as potential vehicle of phenotype inheritance.

To determine the potential consequences of this diminished miR-29a expression on mRNA regulation, we performed different in silico analyses in the zebrafish 7 dpf larvae derived from crossings involving chronically stressed males with control undisturbed females. Considering the multiple miR-29a targets, we performed different enrichment analyses using gProfiler to shed light on miR-29a deregulation consequences (Figure 2D–G). When we considered the possible molecular functions controlled by this miR, two main processes were noticed: protein binding and extracellular matrix structural constituent (Figure 2D). In terms of cellular components, predicted mRNAs controlled by miR-29a are mainly involved in cell membrane elements—such as membrane and cytoplasm—and extracellular matrix organization linked to collagen organization, confirmed by the Reactome pathway database (Figure 2E,F). More importantly, most of the biological processes affected were related to the (i) developmental process and morphogenesis, (ii) nervous system development, and (iii) extracellular matrix organization (Figure 2G). For this reason, we performed a qPCR analysis in a first molecular approach to validate some genes targeted by miR-29a in these affected biological processes, molecular functions, or cellular components.

The results from these analyses indicate an upregulation of some targets related to developmental processes in offspring derived from stressed males. Target genes were overexpressed in larvae from disturbed parents (Figure 3A), especially those involved in the formation of some structures—such as eye (*emilin3)* and axon and dendrites (*map1b*)—and different markers involved in cell proliferation and DNA replication (*e2f7*, *tpx2,* and *atad5*) [44,45,46]. We observed the same pattern in those transcripts linked to nervous system development and neuron projection morphogenesis (*col8a1b* and *map1b*) [47,48,49] in our indirectly stressed progenies (Figure 3A). Moreover, the same higher expression was observed in 7 dpf larvae from disturbed males in different components of extracellular matrix—*col8a1a*, *nefm*, and *col91b*—compared with that in the control progenies. These observed overexpression patterns in the offspring from disturbed males validated the in silico analyses for target prediction.

In a final approach, we explored whether these molecular alterations in miR-29a targets observed in progenies from stressed males could be translated into phenotypic abnormalities related to these biological processes or cellular components. Cell division, differentiation, proliferation, and morphogenesis are coordinated events during zebrafish embryonic development and appear frequently in disarray in different pathologies such as cancer. The role of morphogenesis in zebrafish embryo survival and hatching rates has been widely studied and reviewed [50,51,52]. We found a diminished survival in larvae from stressed parents accompanied by lower values of hatching rates (Figure 3B,C), confirming our in silico data and molecular analyses. Our results agree well with recent research indicating that certain types of direct stress—specifically cold stress—can affect this process of morphogenesis, triggering decreased survival ratios in zebrafish larvae [52]. In the present work, we determine the same effects on the development, survival, and hatching rates under indirect stress conditions in zebrafish.

Regarding the nervous system altered pathways we found, first, we evaluated the status of miR-29a in the brain of stressed males compared with that in the brain of undisturbed ones (Figure 4A). We did not find significant differences in its expression between experimental groups (Figure 4A). However, we obtained an altered expression pattern of some miR-29a targets related to nervous system development in larvae from stressed males (Figure 3A). These molecular findings could be correlated to anxiety behavior observed in directly exposed progenitors to the stress protocol assessed by an NTT and published in a previous study [13]. Thus, we analyzed the swimming pattern of 7 dpf larvae (Figure 4) and adult (Figure A1) zebrafish derived from stressed parents to discard neural disorders associated with the expression abnormalities found [53,54,55]. This type of behavioral test represents the simplest assay to quantify zebrafish locomotor activity stimulated by changes in their central nervous system [53,55]. We observed neither a substantial impact on larvae swimming patterns (Figure 4A–D), nor evidence of behavior disturbances in zebrafish adults (Figure A1).

Finally, we investigated whether the enriched expression of some miR-29a targets, described as components of extracellular matrix (*col8a1a, col9a1b,* and *nefm*; Figure 3A), had any phenotypic consequences in zebrafish 7 dpf larvae derived from crossings involving chronically stressed males with control undisturbed females. Previous investigations have described the role of collagen 9 in extracellular matrix synthesis, determining the shape of the jaw in zebrafish, regulating cartilage morphogenesis and mineralization [56,57,58]. A downregulation of miRNA-29a in fish bone cells can decrease the expression of BMP2, oseteocalcin, and osteopontin genes, leading to diminished cell differentiation and extracellular matrix mineralization [58]. We performed a cartilage staining to explore whether alterations in these molecular pathways were translated at tissue level in jaw morphology in our unexposed larvae from stressed males. We cannot confirm any modification pattern in jaw shape in this group in terms of ceratohyal cartilage length, palatoquadrate angle, or lower jaw length (Figure 4F,G). These measures are considered high-throughput standard parameters to assess craniofacial malformations in zebrafish [59].

Our findings indicate (i) a vertical transmission of chronic stress via sperm to the unexposed larvae; (ii) novel consequences of paternally inherited chronic stress at molecular level—miR and mRNA—that suggest development, morphogenesis, and neurogenesis as potentially disrupted processes; and (iii) final phenotypic alterations entailing reduced survival and hatching rates. The deregulation of miR-29a could affect relevant biological processes of great importance in the field of aquaculture since the alterations in early development can negatively affect sector sustainability at an economic level. Moreover, the present work shows that the existence of negative stimuli in aquaculture can predispose not only the exposed fish but also their offspring to compromised growth, and eventually promote higher mortality rates, decreasing hatchery production efficiency.

Further investigations should be conducted to validate the putative target genes described in the present study. Some of the approaches described herein could shed light on an important challenge of miRNA biology, contributing to identifying the rules of miRNA target recognition. In addition, the functional validation of these targets would strengthen our results, establishing their direct involvement in the observed phenotypic changes.

## 4. Materials and Methods

### 4.1. Animal Maintenance and Experimental Design

For the present work, all experiments were performed in adult (12 months) zebrafish (*Danio rerio*; AB wildtype strain). Fish maintenance was performed under standard laboratory conditions (pH 7.0–7.5; salinity 400–500 μS; temperature 26–29 °C [60]) in a multitank recirculating water system (Aquatic Habitats, Speonk, NY, USA). Animals were kept on a 14:10 h light/dark photoperiod cycle and were fed twice a day with commercial pelleted feed, Zebrafeed (Sparos, Olhão, Portugal).

We conducted the experiment in three stages (Figure 1). The aim of Stage 1 was to discover altered noncoding RNAs in the 7 dpf progenies derived from chronically stressed males crossed with control females. Stage 2 aimed to evaluate the resulting noncoding RNA profile in the following paternal biological samples: sperm, brain, and testicles. Stage 3 aimed to explore the physiological changes linked to the altered molecules found between the control- and stress-derived larvae.

We randomly divided 30 adult male zebrafish into two groups: control (S^−^) and chronically stressed (S^+^), with 15 males per group. Both groups were placed into separate tanks for a habituation period (1 month). Afterwards, fish in the stressed group (S^+^) were exposed to a CS protocol for 21 days to cover several stages of a wave of spermatogenesis in this species [61]. CS was defined as a predictable handling source of stress twice a day and a main body of unpredictable chronic stress (UCS). We used the UCS protocol previously published by our group [13], an adaptation of a previously described protocol for this model species [62] based on three of its iterations. The stressors combination represents common situations under captive conditions in the aquaculture industry or in the natural environment. We placed S^+^ fish in an induction tank—expected handling source of stress—twice a day (9 am and 14 pm) and subjected them to an acute stressor from the following list: cool water (23 °C; 30 min), warm water (33 °C; 30 min), dorsal body exposure to air (low water level; 2 min), persecution (net in the exposure tank; 8 min), crowding (250 mL beaker; 50 min), three consecutive tank changes (30 min each), and exposure to predator *Archocentrus nigrofasciatus* (video recording close to the induction tank; 50 min). Simultaneously, the control group (S^−^) remained undisturbed in their housing tanks; anthropogenic-derived stimuli were therefore decreased by the reduction in handling and human occurrence near the tanks.

Once the CS protocol finished, we crossed four males from each group (S^+^ and S^−^) from each replicate with control undisturbed females (1♂:1♀ ratio) to obtain progeny following standard breeding protocols [60]; 4–5 males were euthanized and their brains and testes were dissected and stored for further molecular analysis, while the rest of the batch were squeezed for sperm collection following standard protocols. We considered the F1 progeny resulting from each crossing as a biological replicate (*n* = 4–5). Larvae were incubated until 7 dpf at 28 ± 1 °C. We studied two parameters during this timeframe to assess progeny development: embryo hatching at 72 dpf and daily survival rate (0–7 dpf). We repeated the experiment twice, obtaining 4–5 biological replicates per batch. The first experimental replicate was used for small RNA-seq analysis and tissue storage for following noncoding RNA profile evaluation. The second experimental replicate was used for physiological larvae evaluation (behavior and cranioencephalic development analysis). We collected data regarding larvae survival and hatching from both experimental replicates.

### 4.2. RNA Isolation

We performed total RNA isolation equally for all biological samples—7 dpf larvae, brain, testicles, and sperm—using the miRNeasy tissue kit (Qiagen, Madrid, Spain). The protocol included a first dissociation step with Qiazol Lysis Reagent (Qiagen). The 7 dpf larvae samples were composed of a pool of 50 individuals, and sperm samples were composed of a pool of 4 ejaculates. We used the CNAG-CRG services to examine the quality of the 7 dpf larvae samples using Experion (Experion™ Automated Electrophoresis System, BioRad, Madrid, Spain). Only samples meeting the requirements (3 µg of RNA; RNA integrity number (RIN) > 8) were used. An aliquot of each RNA sample was used for the small RNA-seq experiment and another was stored for qPCR experiments. RNA samples from brain, gonads, and sperm for qPCR experiments were isolated using the same protocol and commercial kit. We measured the quality and purity of these samples with a NanoDrop™ One/OneC spectrophotometer (Thermo Fisher Scientific™, Madrid, Spain), ensuring that the isolated RNA showed high purity (A260/280 > 2.0), and examined them in an agarose gel.

### 4.3. Small RNA-Seq Library Preparation and Sequencing

Stranded mRNA library preparation and sequencing were performed in the CNAG-CRG platform. We determined the quantity and quality of the total RNA sample using the Qubit RNA BR Assay kit (Thermo Fisher Scientific, Madrid, Spain) and RNA 6000 Nano Bioanalyzer 2100 Assay (Agilent, Santa Clara, CA, USA). The RNA-seq libraries were prepared with KAPA RNA HyperPrep Kit with RiboErase (Roche, Madrid, Spain) following the manufacturer’s recommendations, using Illumina platform compatible adaptors with unique dual indexes and unique molecular identifiers (Integrated DNA Technologies, IA, USA). The final library was validated on an Agilent 2100 Bioanalyzer with the DNA 7500 assay. The libraries were sequenced on NovaSeq 6000 (Illumina, Berlin, Germany) following the manufacturer’s protocol for dual indexing. Image analysis, base calling, and quality scoring of the run were processed using the manufacturer’s software Real Time Analysis (RTA v3.4.4) and followed by generation of FASTQ sequence files.

### 4.4. Small RNA-Seq Data Processing and Data Analysis

Small RNA-seq reads were trimmed using Trim-Galore 0.6.6, with a minimum length of 16 bp and stringency of 10 to remove adaptors. These trimmed reads were mapped against zebrafish reference genome (GRCz11) using STAR aligner version 2.7.8a with ENCODE parameters for small RNA. We quantified the annotated genes using ensemble release 104 annotation, with software RSEM version 1.3.0 and default parameters. Differential expression analysis between four stressed and four control samples was performed with limma using the voom transformation of the counts. Genes with log2FC > |0.58| and FDR < 5% were considered differentially expressed genes. Gene set enrichment analysis was performed using a preranked list of genes sorted by the limma moderated t statistic and the fgsea R package. 

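For the multidimensional scaling of the 8 libraries, log2 CPM with TMM factors and a prior count of 2 were used, over the 500 genes with the largest differences between each pair of libraries. The first dimension held 28.1% and the second 21.2% of the variance. Libraries S- 2 and S- 3 lay lowest on the first dimension, at -0.77 and -0.36, and libraries S- 1 and S- 4 lay highest on the second, at 0.42 and 0.62. Over all 651 tested genes, the mean Euclidean distance between libraries of different groups exceeded that between libraries of one group by 1.94 (log2 units). A difference as large came from 2 of the 35 ways to split the 8 libraries into 4 and 4, so the groups did not separate at the 0.05 level (one-sided exact permutation test, p = 0.0571).

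**Figure D4:**
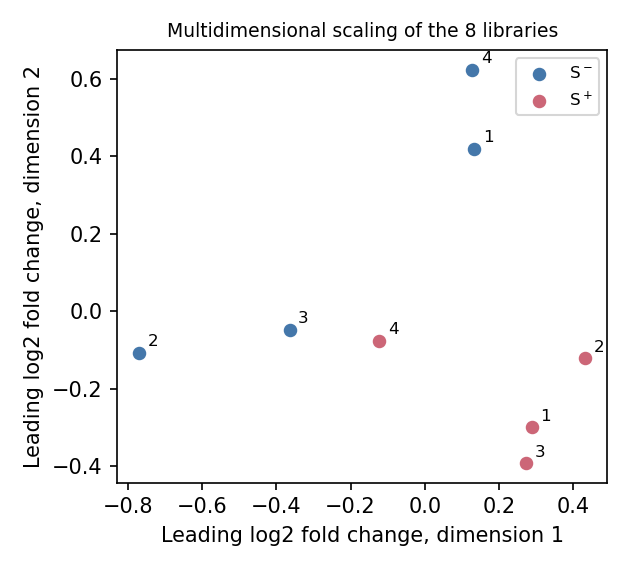
Multidimensional scaling of the 8 libraries of 7 dpf larvae, with leading log2 fold changes on both axes. Blue points are S- and red points are S+ libraries, numbered by replicate; S- 2 lies lowest on dimension 1 at -0.77 and S- 4 highest on dimension 2 at 0.62.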

The multidimensional scaling plot was conducted with the limma R Package.

### 4.5. Retrotranscription

miR retrotranscription was conducted in 7 dpf larvae brain, testicles, and sperm. A specific Taqman Small RNA probe (5×) was employed for each miR (dre-miR-29a and dre-miR-92a), in accordance with the manufacturer’s instructions (initial amount of total RNA: 10 ng). We used the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Madrid, Spain) for 7 dpf larvae mRNA retrotranscription (initial amount of total RNA: 1 μg), following the kit guidelines. Both products were stored at −20 °C until further use.

### 4.6. Target Prediction of miR-29a and Functional Enrichment Analysis

We specifically directed the target prediction search towards miR-29a based on RNA-seq results. TargetScanFish software (6.2. version, Whitehead Institute, Cambridge, UK) was employed to compile the reported mRNA targets of miR-29a. The resulting list of targets was then used as a query in the g:Profiler analysis tool. The functional enrichment analysis was performed using g:Profiler (version e109_eg56_p17_1d3191d) with g:SCS multiple testing correction method applying a significance threshold of 0.05 [63]. The analysis was configured to explore molecular function, cellular component, and gene ontology (GO) biological processes using the REACTOME database for GO analyses.

### 4.7. Primers Design

We selected nine miR-29a-targeted genes for gene expression studies: collagen, type VIII, alpha 1a (*col8a1a*); collagen, type IX, alpha 1b (*col9a1b*); TPX2 microtubule nucleation factor (*tpx2*); E2F transcription factor 7 (*e2f7*); microtubule-associated protein 1B (*map1b*); neurofilament medium chain b (*nefmb*); ATPase family AAA domain containing 5a (*atad5a*); *si:ch211-203k16.3*; and elastin microfibril interface 3a (*emilin3a)*. Specific primer pairs were designed using the NCBI Primerblast tool. GenBank references, primers sequences, amplicon length, and melting temperature are presented in Table 1.

### 4.8. qPCR Analysis

We performed qPCR experiments in a StepOnePlus Real-Time PCR System (Applied Biosystems, Madrid, Spain) under standard thermal conditions. Technical triplicates were conducted for each sample (*n* = 4 biological replicates).

#### 4.8.1. qPCR Analysis for miRNAs

Reactions were prepared according to the protocol for Taqman Universal PCR master mix II (Applied Biosystems).

#### 4.8.2. qPCR Analysis for mRNAs

The composition of each reaction (20 μL) was 10 μL of SYBR Green PCR Master Mix (Applied Biosystems, Madrid, Spain), 1 μL of each 10 μM forward and reverse primer (Table 1), 2 μL of cDNA sample, and 6 μL of Molecular Biology degree water up to 20 μL. We performed a melting curve analysis to determine the specificity of qPCR reactions. Gene expression was calculated relative to actb2 as housekeeping gene following the Pfaffl’s mathematical method [64].

### 4.9. Progeny Evaluation

From 1 to 7 dpf, any deceased embryos or larvae were removed from the culture dishes. We assessed the hatching rate—percentage of larvae that successfully hatched in relation to the total number of live animals in the batch—at 72 hpf. The evaluation of hatching and survival rates was conducted using a Nikon^®^ SMZ1500 stereomicroscope (Nikon, Tokyo, Japan).

### 4.10. Larvae and Adult Behavior Analyses

We assessed the swimming activity of the larvae at 7 dpf. A previously described NTT for zebrafish larvae [65] was used with a 5 min evaluation time. A total of 24 larvae were randomly selected for evaluation from 3 biological replicates.

Each larva was individually placed in a novel Petri dish and allowed to acclimate to the new environment for 1 min. Subsequently, the behavior of each larva was recorded for 5 min. The swimming tracks of the larvae were then monitored and analyzed using Tracker software 6.0.8 version (physlets.org/tracker/). To compare fish exploration, each resulting swimming track was processed using a virtual grid pattern comprising 16 zones, categorized as 8 outer and 8 inner zones. Mean values resulting from the 24 larvae from each biological replicate were compared between the two experimental groups.

When larvae reached adult stage (12 months), we performed an NTT to analyze the effects of stress induction in zebrafish parents on their progenies in terms of anxiety levels. Fish were individually placed at the bottom of a trapezoidal transparent tank (width: 11 cm; height: 17.5 cm; length at top: 28 cm) containing 3.5 L of aquarium water. We changed the water after three trials to diminish variations in temperature (~28 °C) and avoid presence of stress hormones from already trialed individuals. Zebrafish behavioral activity was recorded (1920 × 1080 px) for 6 min. The resulting videos were processed with Noldus Ethovision^®^ XT16 (Noldus Information Technologies, Inc., Leesburg, VA, USA) tracking software. The first minute was considered an acclimatization period and was not considered in the analysis. The tank area was split into three virtual zones (upper, middle, and lower) to offer an exhaustive evaluation of vertical swimming activity. Velocity of fish, distance swum, time spent in the different zones (percentage of NTT), and latency were the parameters registered.

### 4.11. Alcian Blue Cartilage Staining

To analyze the development of cartilage in the larvae, whole mount alcian blue staining was conducted on 7 dpf larvae [65]. Specimens from both experimental groups were fixed in 4% phosphate buffered paraformaldehyde at 4 °C overnight. Following fixation, the samples were stored in 70% ethanol at 4 °C. Stained larvae (*n* = 3–5 per biological replicate; 7–9 biological replicates) were positioned ventrally under a SMZ1500 stereomicroscope (Nikon, Tokyo, Japan) and photographed using a Nikon DS-Fi3 camera (Nikon Instruments Inc., Tokyo, Japan). Resulting images were processed using ImageJ software 1.46 version [66]. Measurements of head length, ceratohyal cartilage length, lower jaw length, and M–PQ angle were obtained for each larva.

### 4.12. Statistics

We employed the GraphPad Prism 9.0.0 package (GraphPad Software, Inc, Boston, MA, USA.) for result representation and statistical analyses. All studied variables were analyzed to ensure a normal distribution using a Shapiro–Wilk normality test. When the experimental groups (S^−^ and S^+^) passed the normality test, significant differences between them were detected using Student’s *t*-test. For nonparametric data, we performed a Mann–Whitney test. Survival curve comparison was explored using a log-rank Mantel–Cox test. All data are presented as mean ± SEM (* *p* < 0.0500; ** *p* < 0.0100; *** *p* < 0.0010; ns: not significant changes).

## Figures and Tables

**Figure 1:**
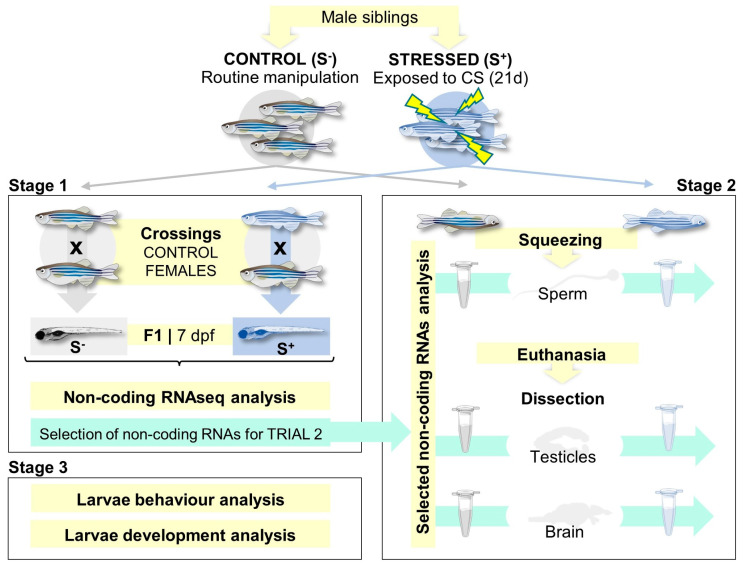
Experimental design. Zebrafish male siblings were exposed to a chronic stress (CS) protocol for 21 days. The three stages of the experiment are Stage 1, aimed to find differentially expressed noncoding RNAs in 7-day postfertilization (dpf) larvae derived from paternally chronically stressed males crossed with control females compared with control progenies; Stage 2, focused on evaluating the expression of the selected ncRNA on different paternal tissues (sperm, testicles, and brain); Stage 3, larvae behavioral and developmental analyses.

**Figure 2:**
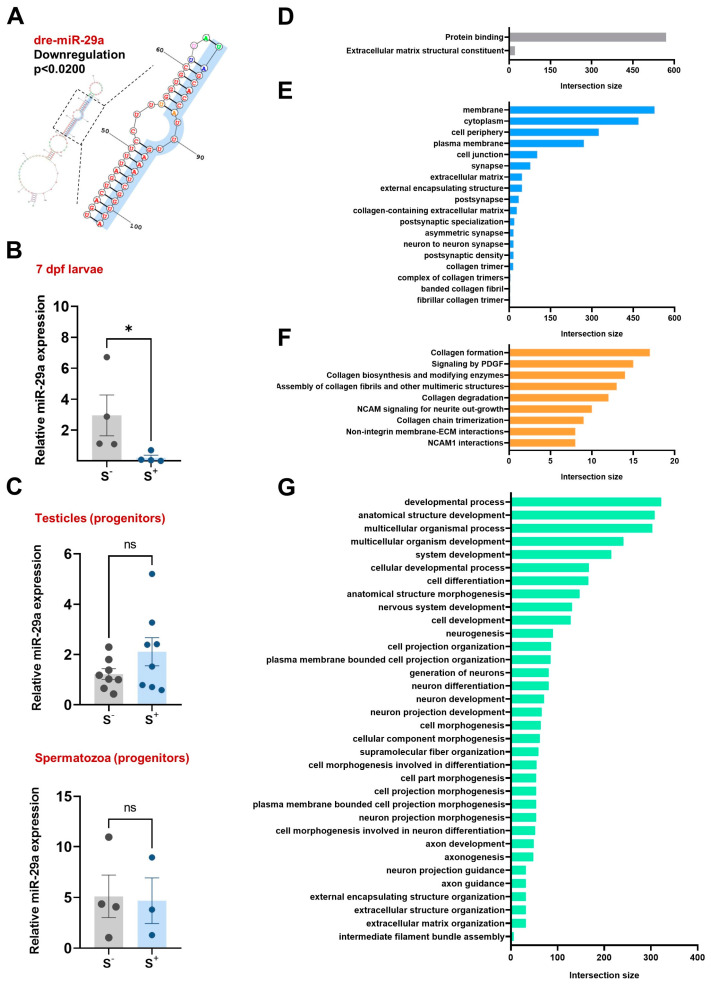
RNA-seq analyses focused on small RNAs populations in S^−^ and S^+^ 7 dpf larvae revealed (**A**) miR-29a as the unique differentially expressed small RNA. (**B**) validation of miR-29a downregulation with qPCR experiments. (**C**) miR-29a levels in the testicles (*n* = 8) and spermatozoa (*n* = 4 pools) samples from the chronically stressed male progenitors. Top entries reported by g:Profiler analysis of the miR-29a targets included in the TargetFishScan database for (**D**) molecular function, (**E**) cellular component, (**F**) biological pathways (Reactome database), and (**G**) biological processes. S^−^: larvae resulting from crossings involving control progenitors. S^+^: larvae from crossings involving control females and chronically stressed males. Data in (**B**,**C**) are presented as mean ± SEM (* *p* < 0.0500; ns: not statistically significant differences).

**Figure 3:**
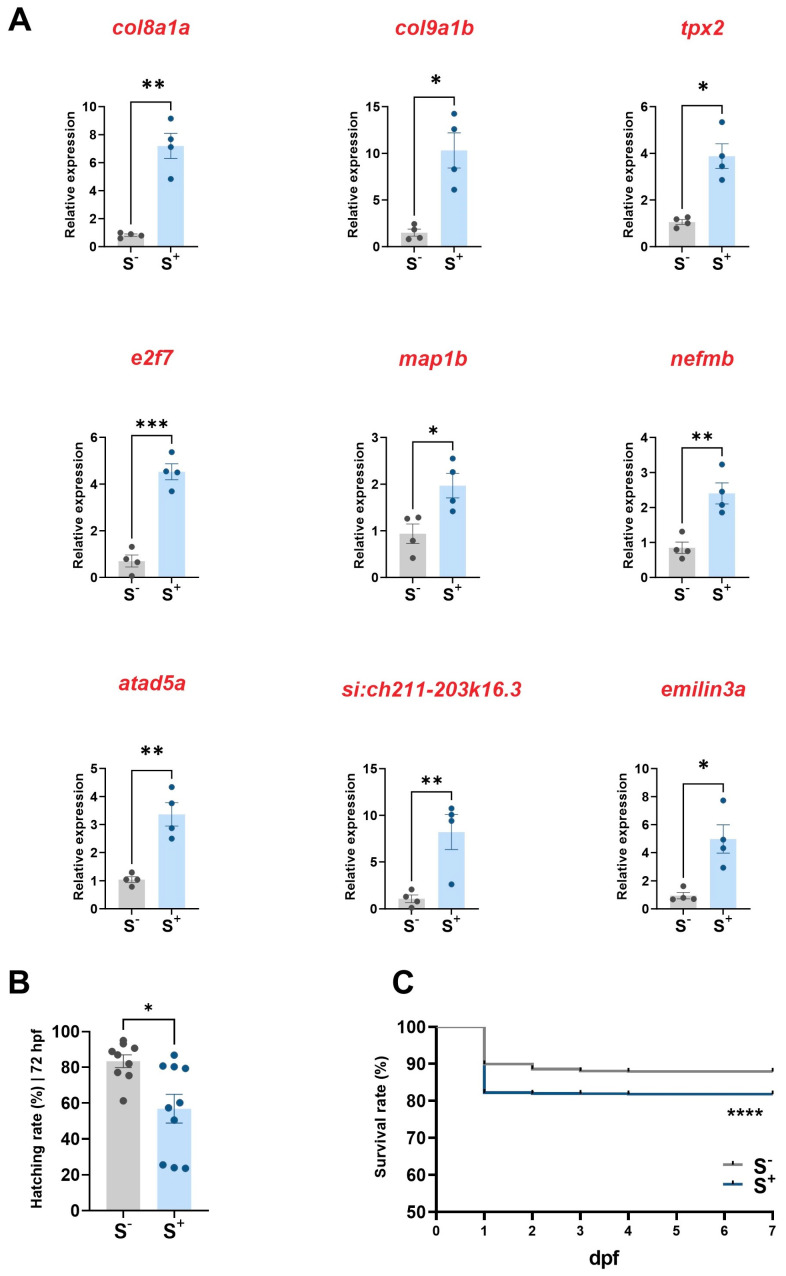
(**A**) relative gene expression (normalized with *actb2*) of nine targets of miR-29a in 7 dpf larvae (*n* = 4). (**B**) hatching rate at 72 h postfertilization (hpf; *n* = 9–10). (**C**) Kaplan–Meier survival curves (1–7 dpf) for the two experimental groups. S^−^: larvae resulting from crossings involving control progenitors. S^+^: larvae from crossings involving control females and chronically stressed males. Data are presented as mean ± SEM (* *p* < 0.0500; ** *p* < 0.0100; *** *p* < 0.0010; and **** *p* < 0.00010).

**Figure 4:**
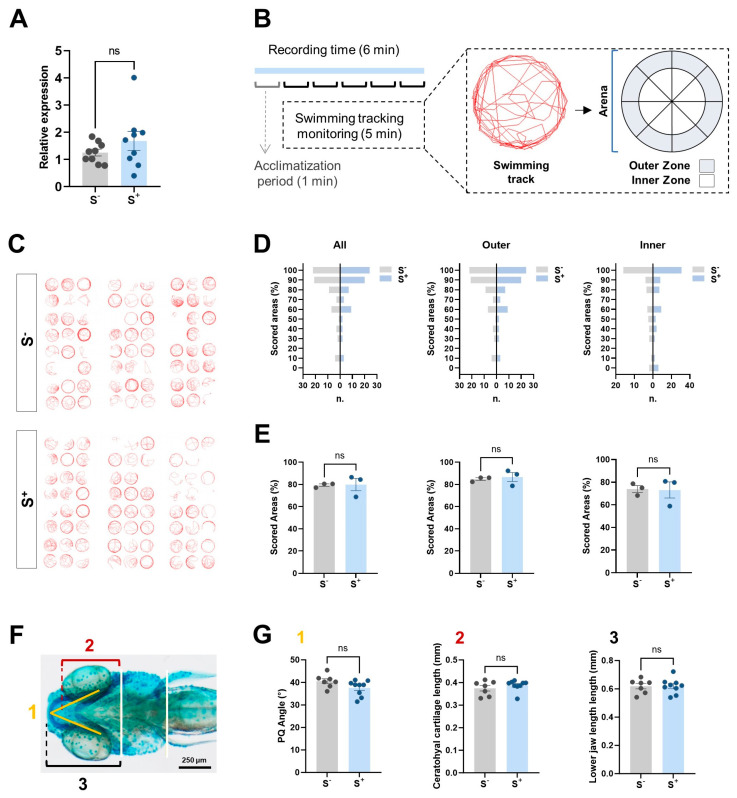
Brain and behavioral analyses. (**A**) relative miR-29a expression in paternal brains (*n* = 9). (**B**) diagram representing the novel tank test (NTT) used in the experiment. Example of a track reported by Tracker software 6.0.8 version (red line). Virtual grid (16 zones) used for movement quantification in terms of zone exploration. (**C**) evaluated tracks from both groups. (**D**) histograms showing scored areas in both groups studying the total areas (all), perimetral zones (outer), and central zones (inner). (**E**) mean values for the scoring areas for the biological replicates (*n* = 3). (**F**) diagram showing the three measurements evaluated in the cranioencephalic region of the larvae: (1) Meckel’s-palatoquadrate (M–PQ) angle, (2) ceratohyal cartilage length, and (3) lower jaw length. (**G**) comparisons for M–PQ angle, ceratohyal cartilage length (mm), lower jaw length (mm). S^−^: larvae resulting from crossings involving control progenitors. S^+^: larvae from crossings involving control females and chronically stressed males. Data are presented as mean ± SEM (ns: not statistically significant differences).

**Table 1:** Primer pairs used in this study.

Gene	Accession Number	Oligo	Sequence (5′ to 3′)	Amplicon (bp)
*atad5*	XM_003198109.4	F	GGTGTTTGGCGCCATTTG	98
		R	TCTGAAGTGCGCTTGAACCT	
*col8a1a*	NM_001142374.1	F	AAGGTGTGTGTTTTCGGGGT	185
		R	TTGCTGAGGATGCGACTTGT	
*si:ch211-203k16.3*	XM_021468697.1	F	GCAGGCGTTTTGGAAGGTTT	206
		R	ACCCCATCTTAAGAAACATGTGC	
*col9a1b*	NM_213264.2	F	GATCTGGGACTCCTGGTCCT	165
		R	TGGGGCCTATGAGACCATCA	
*e2f7*	NM_001045147.2	F	ACAGGGACTTTTACAGGCCG	282
		R	TACAAACGCCGCACCTTAGT	
*emilin3a*	XM_021474148.1	F	ACGAGTGGAAAGTGCAGAGG	132
		R	GCCCTCAATCTTTCAGCCCT	
*map1b*	NM_001128201.2	F	AACCACACCACCAAAGCTCA	188
		R	CCATAGGCGTTGGGACACTT	
*nefmb*	NM_001123280.1	F	CGGTGCGCAATAACGAGAAG	83
		R	CTCGAGGAAGCGAACCTTGT	
*tpx2*	NM_001327745.1	F	AGATCAGTCATGCAGGTGCT	72
		R	AGCCAACTCTCCTCTAGGCA	

## Data Availability

Small RNA-seq data can be found in: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240954 (accessed on 17 August 2023).

How the deposited data were processed for this re-analysis (not part of the article)

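Small RNA libraries of 8 pools of 50 zebrafish larvae at 7 dpf were analysed, 4 from crossings with control males (S-) and 4 from crossings with males stressed for 21 days (S+). Groups and replicate numbers were taken from the sample labels and the paper's methods. All 8 value columns of the table were matched to a sample by the label it carries.

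The authors trimmed the reads with Trim Galore, mapped them to GRCz11 with STAR under ENCODE small RNA parameters and quantified the annotated Ensembl genes with RSEM. They deposited the resulting estimated counts for 32520 genes, not normalized and held as whole numbers, so rounding before the count tests changed no value. RSEM divides reads that map to several genes among them, so the counts of miRNA genes with near-identical copies are uncertain. The library paragraph of the paper describes a stranded mRNA preparation with unique molecular identifiers in the adaptors, while the next paragraph speaks of small RNA reads. The text describes no deduplication, so the counts are counts of reads and their precision covers counting error only. Totals ran from 3492945 to 4943297 counts per library.

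From the deposited counts, the comparison of S+ with S- was made with limma 3.58.1 after the voom transformation, in R 4.3.3, since the paper's methods name this test. TMM factors and filterByExpr (minimum count 10, by group) came from edgeR 4.0.16. The filter left 651 genes, 443 noncoding and 271 miRNA. Noncoding genes are those whose biotype is neither protein coding, a pseudogene nor an immunoglobulin or T-cell receptor segment. Adjusted p values follow Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 0.58. CPM values use the TMM factors. Single genes, sums of genes and shares of counts were also compared with two-sided exact permutation tests over all splits of the 8 libraries, whose smallest p is 0.0286. The separation of the groups is the mean Euclidean distance between libraries of different groups minus that between libraries of one group, on log2 CPM with a prior count of 2, tested one-sided over 35 splits.

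Most genes named in the text follow a rule set before the data were examined: the genes the paper names, the called genes, the 5 miRNA genes with the smallest p apart from miR-29a, the 5 miRNA genes with the highest mean count, and the gene with the largest share of each library. The mitochondrial mRNAs and the miR-192 and miR-194 genes fall outside this rule and were taken up after the results had been seen. The files do not pair any row with the name miR-29a. Its log2 fold change was planned as a result and has no value here. Of the 434 miRNA genes in the table, 6 have no symbol, and such genes are given by their identifiers. Others carry a clone name as their symbol, such as AL928881.1, and are not paired with a miRNA name either. The RefSeq annotation of assembly GRCz12tu was used for names and chromosomes only; its symbols matched 19738 of the 32520 genes (60.7%). The 9 genes the paper measured by qPCR in the larvae had at most 3 counts in any library and none passed the filter, so their median log2 fold change, also planned, has no value either.

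The fit was tested on simulated counts drawn from the means, dispersions and sizes of these libraries. With 200 genes changed 2-fold, limma called 102 of them (51%) and 5 unchanged genes, of 628 genes tested. With 200 genes changed 4-fold it called 178 (89%) and 3 unchanged genes, of 640 tested, and with none changed it called 0 of 603. The Benjamini-Hochberg threshold is less strict where many genes change. In the larvae 2 of 651 genes were called, so these shares do not give the recovery where few genes change.

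Alternatives set before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0, limma-trend, sample quality weights, library size alone, DESeq2's size factors, upper quartile factors, 3 other filters on low counts, noncoding or miRNA genes only, the replicate number as a block, each library left out in turn, other thresholds and sums over the miR-29 family. The replicate block with edgeR's quasi-likelihood test was added after the data had been seen. Replicate numbers come from the sample labels, and each replicate was a separate crossing. The qPCR, hatching, survival, behavior, cartilage and target prediction experiments and the gene set enrichment were not analysed here.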

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

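All tests of explanations in this part were chosen after the results had been seen.

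Dre-mir-145, a miRNA that the paper does not discuss, was higher in S+ larvae, with a log2 fold change of 0.73 and an adjusted p of 0.0394 from limma with Benjamini-Hochberg adjustment. All 4 S+ libraries lay above all 4 S- libraries (two-sided exact permutation test, p = 0.0286, the smallest the design allows). Over 13 alternatives the log2 fold change lay between 0.66 and 0.77 and the gene was called in 10, with adjusted p values from 5.65e-06 to 0.123. With each library left out in turn it was called in 1 of 8 fits. A difference in depth was examined first, and the library totals of the groups did not differ (exact permutation test, p = 0.286). With library size alone in place of TMM factors, the log2 fold change was 0.72 but the adjusted p was 0.123, so the size of the change did not come from the TMM factors while the call cannot be told apart from the choice of normalization. The table holds 1 miR-145 gene, so no reads could be divided between named copies. A biological difference between the larvae groups remains a hypothesis.

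Dre-mir-92a-2 had 2898 CPM in library S+ 3, while the other 3 S+ libraries lay between 2034 and 2179. The gap to the nearest of them was 0.832 of the range of the group, above the limit of Dixon's test at the 95% level. Among the 46 groups of 4 libraries examined, 1 was this far apart, and chance gives about 5%. No biological explanation was tested, since the design gives none for a single library.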

How the results depend on the processing

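The main analysis called 2 genes, both noncoding and both miRNA genes, 1 lower and 1 higher. The same 2 genes were called with edgeR's quasi-likelihood test, limma-trend, sample quality weights, upper quartile factors, noncoding genes only, and no fold change minimum. A minimum of 10 counts in every library gave 3 genes, these 2 among them.

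Library size only gave 1 gene, which is lower, for all genes, noncoding genes and miRNA genes alike, and so did a minimum of 1 CPM in at least 4 libraries; it was ENSDARG00000081841 both times. DESeq2 size factors gave 0, with 79 genes (51 noncoding, 36 miRNA) at an unadjusted p below 0.05. DESeq2 on the rounded counts gave 30 genes (14 lower, 16 higher), 17 noncoding and 13 miRNA. Every gene with at least 1 count in total gave 79 (47 lower, 32 higher), 42 and 16, from 18338 genes, all with 1 count or more. The p values of that fit do not follow the spread of each gene between libraries. Its standard error for ENSDARG00000081841 was 0.169, against 0.228 in the main analysis, and for dre-mir-145 0.162 against 0.120. MiRNA genes only gave 7 (3 lower, 4 higher). An unadjusted p below 0.02 gave 49, 33 and 26, and with the fold change minimum 35, 19 and 13. Across the 8 fits that each left out one library, the counts ran from 0 to 3 for all genes, for noncoding genes and for miRNA genes. In the 4 of these fits with 0 called genes, 71 to 78 genes had an unadjusted p below 0.05. The cause of these changes was not tested.

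With the replicate block, 9 genes were called (5 lower, 4 higher), 6 noncoding and 5 miRNA, and both genes of the main analysis were among them, as were dre-mir-29b-1 and dre-mir-29b-2 (limma adjusted p = 0.0259 for each) and the mitochondrial mRNA mt-nd1. The other 7 splits that part all 4 same-numbered pairs gave 0 calls with the block. The replicate block with the edgeR quasi-likelihood test, chosen after seeing the data, gave 7, 6 and 5. Same-numbered libraries come from different crossings. Their deviations from the group means correlated with a mean coefficient of 0.069, against -0.022 for the other pairs. This mean was the fifth highest of 24 pairings. The coefficients of replicates 1 to 4 were 0.156, -0.159, 0.248 and 0.029. With the block, the limma standard error of ENSDARG00000081841 fell from 0.228 to 0.133, while that of dre-mir-145 stayed at 0.120. An effect shared by same-numbered libraries is therefore not excluded.

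ENSDARG00000081841 stayed lower in S+ under every alternative run. It lost its call with DESeq2 size factors (log2 fold change -1.45, adjusted p = 0.0565) and in 5 of the 8 fits that left out one library, whose log2 fold changes ran from -1.58 to -1.25; over the other alternatives that used all 8 libraries the adjusted p ran from 1.87e-15 to 0.0438. Dre-mir-92a-1, the miR-92a gene with the higher mean count, stayed higher in S+ and uncalled with edgeR's test, library size only, DESeq2 size factors and no filter, while dre-mir-92a-2 stayed lower and uncalled. The difference in the miRNA share of counts stayed positive with p above 0.05 with noncoding counts as the denominator and with each library left out. The separation of the groups was 0.916 over miRNA genes and 1.92 over the 500 most variable genes, both with p above 0.05, and ran from 1.17 to 2.50 with each library left out, where p fell to 0.0286 in 3 of 8. Among 271 values of 13 other named genes under the alternatives, 250 kept their side of the threshold, 10 were weaker, 11 were stronger and 0 reversed.

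No value is given for miR-29a, nor therefore for sums over miR-29a genes to set against it. Nor is one given for the 9 genes measured by qPCR, which had at most 3 counts in a library. Protein-coding genes held 0.723% of all counts in these small RNA libraries, so the change of those mRNAs was not measurable here.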

Differences from the paper's values

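The paper reports 1 noncoding RNA differentially expressed, and 2 were called here. Of the alternatives set before the data were examined, library size only and a minimum of 1 CPM in at least 4 libraries gave 1, in both cases ENSDARG00000081841. The fits without S+ replicate 3 and without S+ replicate 4 gave 1 as well, and so did the fit without S- replicate 4, where it was not a miRNA gene. The other alternatives gave 0 or at least 2.

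The paper gives a p below 0.0200 for the downregulated miRNA and its results sentence does not say whether it is adjusted. For ENSDARG00000081841, the limma adjusted p was 0.0394, and the unadjusted p from the same test was 8.93e-05. The adjusted p was below the paper's bound with library size only (0.0122), DESeq2 on the rounded counts (5.65e-06), every gene with at least 1 count (1.87e-15), miRNA genes only (0.0149) and the replicate block (0.00272). It was within 1.5 times the bound with sample quality weights (0.0254), at least 10 counts in every library (0.0228), noncoding genes only (0.0269), and without S- replicate 3 (0.0243) or S+ replicate 3 (0.0215). The other alternatives set before the data were examined gave a larger adjusted p, up to 0.204. With every gene of at least 1 count, the standard error was 0.169, against 0.228 in the main analysis. The value of 1.87e-15 therefore understates the spread between libraries.

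The paper names the downregulated molecule miR-29a and describes it as the single call. The files do not pair any row with that name, the gene called lower here is listed without a symbol, and dre-mir-145 was called higher beside it.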

Other observations

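The tests in this part were chosen after the results they bear on had been seen.

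Of the 35 ways to split the 8 libraries into 4 and 4, the S+ against S- split was the only one with 2 called genes, and no other gave more than 1. Among the 8 splits that part all 4 same-numbered pairs it was the 1 split with as many calls, for all genes, noncoding genes and miRNA genes alike; 8 splits cannot give a share under 0.05 whatever the data, so no conclusion is drawn from them. The remaining splits keep at least 2 same-numbered pairs together.

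A hypothesis is that ENSDARG00000081841, the unnamed gene lower in S+, may be miR-29a. The table groups its genes by chromosome, and the chromosome of 377 of 380 named genes examined (99.2%) was recovered from the named genes around them. Around ENSDARG00000081841, 103 of 200 named neighbors lie on chromosome 4 in the RefSeq annotation of GRCz12tu, where that annotation lists miR-29a. RefSeq lists 47 miRNAs on chromosome 4 that no symbol of the table matches, of which 45 are copies of miR-430 and the other 2 are miR-29a and miR-3906. The 55 miR-430 genes named in the table had at most 208 counts in any library, against at least 2850 for ENSDARG00000081841. The position does not settle the identity. Another unnamed miRNA gene, ENSDARG00000083126, stands among genes of chromosome 4 as well (165 of 200 neighbors). It did not fall (log2 fold change 0.29, limma adjusted p = 0.743), while the paper reports miR-29a as downregulated. The paper's result thus goes with ENSDARG00000081841 rather than ENSDARG00000083126. MiRNA genes whose symbol is a clone name were not placed by their neighbors. The paper's text gives no identifier for miR-29a, so the identity stays a hypothesis.

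Reads moved from ENSDARG00000081841 to the named miR-29b genes would raise those genes in S+, and both were lower, with log2 fold changes of -1.40 for dre-mir-29b-1 and -1.22 for dre-mir-29b-2, so the tables go against this explanation. Whether a fall in one of the 3 genes lowered the counts of the others through shared reads was not tested. The TMM factors did not make the difference in ENSDARG00000081841, since the log2 fold change was -1.46 with library size only (limma adjusted p = 0.0122). A biological difference between the larvae groups remains a hypothesis, since it was found and tested on the same libraries. The paper also reports lower miR-29a by qPCR in the S+ larvae, from stored aliquots of the RNA samples. That result bears on ENSDARG00000081841 only if this gene is miR-29a.

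Dre-mir-124-1 and dre-mir-17a-1 changed more than the sums over their copies. Dre-mir-124-1 changed by -1.19 on the log2 scale and the sum of the 6 miR-124 genes by -0.27, while dre-mir-17a-1 changed by 0.83 and the sum of the 2 miR-17a genes by 0.35. The division of reads between copies may account for part of both changes, and since each sum still moved in the same direction, the tests leave this open.

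All 10 mitochondrial mRNAs that passed the filter were higher in S+, with a median log2 fold change of 1.27 (two-sided exact permutation test of the libraries, p = 0.0571; adjusted p = 0.2 over 7 sets of genes). More mRNA fragments of every kind in S+ would raise nuclear mRNA too, and the median log2 fold change of 195 nuclear mRNAs was 0.063 (exact permutation test, p = 0.657). Mitochondrial mRNA held 0.0162% ± 0.0115 (SD, n = 4) of the counts in S- and 0.0312% ± 0.0115 (SD, n = 4) in S+ (exact permutation test, p = 0.2). All 10 stayed higher with library size only, DESeq2's size factors and upper quartile factors. Neither the set nor its share of counts passed the 0.05 level. Of the single genes, singled out after their values were seen, mt-nd1 had a log2 fold change of 1.91 (limma adjusted p = 0.0750). It was called with DESeq2, with no filter on low counts and with at least 10 counts in every library. The replicate block called mt-nd1 too, both with limma and with edgeR's quasi-likelihood test. Mt-atp6 was called with DESeq2 and with no filter, and mt-nd2 with DESeq2.

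Among the same 7 sets, the 3 intestinal miRNA genes (miR-192 and miR-194) had the smallest p. All 3 were lower in S+, also with library size only, DESeq2's size factors and upper quartile factors, with a median log2 fold change of -0.44 (two-sided exact permutation test, p = 0.0286; adjusted p = 0.2). No explanation was tested for this set.

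The paper's second miRNA assay was for miR-92a. Dre-mir-92a-1 had 7722 ± 3041 CPM (SD, n = 4) in S- and 8589 ± 1267 (SD, n = 4) in S+, a log2 fold change of 0.22 (limma adjusted p = 0.743), and dre-mir-92a-2 had a log2 fold change of -0.14 (limma adjusted p = 0.732). As a ratio to the summed miR-92a counts, a comparison chosen after seeing the data, ENSDARG00000081841 was lower by a log2 difference of -1.56 (exact permutation test, p = 0.0286), dre-mir-29b-1 by -1.51 (exact permutation test, p = 0.114) and dre-mir-29b-2 by -1.31 (exact permutation test, p = 0.0857). For ENSDARG00000081841, the SD of the log2 ratio was 0.73 in S- and 0.63 in S+, against 0.31 and 0.43 for log2 CPM.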
